A study of Drosophila melanogaster with 8 samples. Its data were reported in "The somatic piRNA pathway controls germline transposition over generations" (2018).

How the data were processed

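The data were RNA levels of transposable element (TE) families in Drosophila melanogaster ovaries, measured by sequencing of polyA-enriched RNA. The 8 samples fell into 4 groups of 2 biological replicates, taken from the sample titles. Knockdown was driven in follicle cells, the somatic cells around the germline, by tj-GAL4, under a thermosensitive GAL80 that blocks GAL4 in the cold. The no-KD and piwi-sKD groups came from the same fly line, which carries a short hairpin against piwi. No-KD flies were raised at 20°C, and piwi-sKD flies were moved to 25°C for the last 5 days. The double knockdowns carried a second hairpin, against white in piwi-sKD,ctrl-sKD (the control) or against Dcr2 in piwi-sKD,dcr2-sKD, and are labelled with the same shift to 25°C. The names of these 4 libraries carry a higher number where those of the other libraries carry their temperature, and the label was followed. All 8 libraries were sequenced on the same lane according to their names.

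The authors trimmed reads for quality with UrQt, aligned them to FlyBase gene sequences with TopHat2 and counted genes with eXpress. For TEs they ran TEcount, from TEtools, against the copies known from the reference genome. Size factors then came from DESeq2, which the authors ran on gene and TE counts together. How a read that matched several families was assigned is not stated, so related families that share sequence may share reads. The signal deposited by the authors is the read count per TE family so normalised, in 2 tables of 111 families and 4 samples each. The first table holds no-KD and piwi-sKD, the second the pair of double knockdowns. All 8 columns of values were used, and 0 columns were left out. Each table has its own size factors, so the 2 comparisons were each made within a table. Some levels from both tables are set side by side under Other observations. Gene rows were not used here, so the RNA levels of piwi and Dcr2 were not analysed here and the knockdowns were not checked in these data.

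The normalised values were tested for the reads behind them. In each sample 100% of the values were whole multiples of the same step to within 1e-06 of a read, which gave the size factor (0.927 to 1.13) and the TE reads of each sample. These ran from 78807 to 343458. The smallest level that the depth can show was set at 3 reads, or 2.66 to 3.23 normalised counts depending on the sample. Floors of this kind cover counting error alone. Total reads per library were not analysed here.

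Families were classed by hand before the data were examined as endogenous retroviruses (ERVs, the LTR retrotransposons; 54 families), non-LTR retrotransposons (35 families) or DNA elements (21 families). Penelope was left without a class and was listed at 0 in every sample. The fold change of a family was the ratio of the 2 group means with no pseudocount, with a threshold of 2-fold. The study took fold changes from the normalised counts of both replicates, but its exact formula is not stated. Families at 0 in a whole group have no such ratio.

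Each family was also tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(normalised count + 1), with Benjamini-Hochberg adjustment over all families tested and a threshold of 0.05. Log2 fold changes with a standard error (SE) are on this log2(value + 1) scale, which understates the change of low families. Only the 2 groups compared entered each fit. The fit of the first comparison had 6.11 prior degrees of freedom. That of the second had infinite prior degrees of freedom, so its p-values rest on a spread shared by all families of similar level and not on the 2 replicates of the family itself. Very small p-values there are to be read with the sample values beside them. The test was run on 20 simulated tables of 108 or 110 families with the means and size factors of the data, in each of which 30 families had been changed. It recovered 97.5% of the changed families, and 3.1% of its calls were unchanged families. The simulated noise was independent between families, with a single dispersion of 0.01. Changed families had means of at least 10 and changes of at least 2-fold. In the data many calls were under 2-fold, and ERVs that rose deviated together between replicates. These shares are therefore not the error rates of the calls below. An exact two-sided permutation of 2 samples against 2 cannot give a p under 0.333, so no such test is given for single families.

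Classes were compared by the difference of their median log2 fold changes with a two-sided permutation test of 100000 resamples, and counts past 2-fold by Fisher's exact test. Spearman correlations across families had permutation p-values with 100000 resamples. Families are not independent replicates in any of these tests.

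The families named were fixed by rule before the data were examined. For each comparison they were the 10 with the largest log2 ratio in either direction among those past 2-fold, with both treated samples beyond both control samples and a mean of at least 10 normalised counts in at least 1 group. To these were added 8 families that the study singles out for piRNA loss or siRNAs: ZAM, Tabor, gypsy5, Tirant, gtwin, gypsy10, mdg1 and the family the tables list by number alone, written DM412 here. Other families are named where they explain a count. Genomic positions came from the TE insertions in the Ensembl annotation of assembly BDGP6.54, in which 108 of the 111 family names were found. The tables hold no coordinates.

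The titles number the replicates of each group, which allows a pairing of same-numbered samples. The correlation of the differences between replicates 1 and 2 across the 105 families with a mean of at least 10 was -0.130 in the first comparison and 0.250 in the second. Fits with the replicate number as a block are therefore given beside the main results, and for the first comparison also with the numbers crossed.

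The alternatives set before the data were examined were 3 scalings on the TE families, filters at means of 10 and 100 normalised counts, pseudocounts of 0.1 and 10, a difference of mean log2 values, thresholds of 1.5-fold and 3-fold, a rule that every pair of samples pass 2-fold, no variance trend, a robust trend, 1 fit over all 4 groups, the replicate block, limma precision weights from the recovered reads, each replicate left out in turn, and Helena counted with the ERVs. After the data were seen, 2 scalings that set the median log2 ratio to 0 and the crossed block were added.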

Results

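RNA levels were obtained for 111 TE families in ovaries from 4 groups of flies, with 2 replicates in each. The TE reads recovered from the normalised counts were 80184 and 78807 in no-KD, 192221 and 261136 in piwi-sKD, 179578 and 190942 in piwi-sKD,ctrl-sKD, and 343458 and 283187 in piwi-sKD,dcr2-sKD. Size factors lay between 0.927 and 1.13, a far narrower range than that of the TE reads. Replicates of a group differed by a median of 0.132 to 0.175 on the log2 scale among families with a mean of at least 10 normalised counts, and the Pearson correlation of their log2 levels across families was 0.994 to 0.996. The counts of the 2 replicates differed by more than sampling noise in every group, with a chi-square of 2.43, 21.7, 12 and 34.4 times its degrees of freedom in the order above.

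The first comparison asked how TE RNA levels change when Piwi is depleted in follicle cells. The summed TE signal was 82989 ± 4902 normalised counts in no-KD and 214847 ± 23000 in piwi-sKD (SD, n = 2 each), a ratio of 2.59. The piwi-sKD flies had spent 5 days at 25°C and the no-KD flies had stayed at 20°C, so Piwi depletion and temperature were not separated in these samples. The paper tested the shift separately by RT-qPCR of a subset of TEs, in flies given a GAL80 that is not thermosensitive. It reported that none of those TEs rose. Of the 108 families with a ratio, 31 were more than 2-fold higher in piwi-sKD and 2 were more than 2-fold lower. Among the 31, the DNA element Bari2 was under the floor of 3 reads in both no-KD samples, and both lower families were non-LTR families with both piwi-sKD samples under that floor. With limma, 60 of 109 families were higher and 6 were lower at an adjusted p under 0.05. The 6 lower families were the ERVs diver and micropia, the non-LTR elements G7, TART-A and TART-B, and the DNA element Tc3.

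The scaling of the samples moved these counts most. The median log2 fold change over all families was 0.47 with the values as deposited. Relative to that shift, that is with the median set to 0, 23 families were more than 2-fold higher, all of them among the 31, and limma called 32 families higher and 20 lower. With the TE sum made equal in all samples, which assumes that total TE RNA is constant, 15 families were more than 2-fold higher. Limma then called 22 higher and 78 lower. How far the shift of the whole set of families is itself a change in RNA level was not settled here, because gene rows were not used.

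ERVs rose more than the other classes. More than 2-fold higher were 23 of 54 ERVs, 3 of 33 non-LTR families and 5 of 21 DNA families. The share among ERVs was 42.6%, against 14.8% among DNA and non-LTR families together (Fisher's exact test, two-sided, p = 0.00257, adjusted p = 0.00257 over 4 such tests). The median log2 fold change was 0.65 for ERVs and 0.40 for DNA and non-LTR families, and the difference of 0.255 had a permutation p of 0.016 (adjusted over 2 tests, 0.032). Over the 4 pairs of single samples it varied with an SD of 0.091.

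The 10 named families were ERVs, chosen from 30 that met the rule. ZAM rose from 174.5 ± 17.0 to 7241 ± 1151 normalised counts, a ratio of 41.5 (SD, n = 2 in each group here and below). Its log2 fold change was 5.36 ± 0.13 (SE; limma adjusted p = 7.43e-09). Gypsy5 rose 30.5-fold, from 137 ± 14.5 to 4191 ± 453 normalised counts. Gtwin rose 16.8-fold, from 351 ± 26.3 to 5877 ± 605. Copia was the highest of the 10 and rose 14.4-fold, from 1814 ± 24.5 to 26177 ± 7886, with the 2 piwi-sKD samples at 20601 and 31753. Gypsy, Stalker, accord2, invader3, gypsy6 and HMS-Beagle2 followed, with ratios of 13.4, 13.3, 11.3, 10.1, 9.45 and 8.86. The limma adjusted p-values of the 10 families ran from 7.43e-09 for ZAM and gypsy5 to 1.09e-05 for Stalker, whose no-KD samples were at 35.6 and 16.1 normalised counts. None of the 10 changed direction under any scaling tried. Outside the ERVs the DNA element mariner2 rose most, from 100.4 ± 15.0 to 886.5 ± 80.5 normalised counts, a ratio of 8.83.

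**Figure D1:**
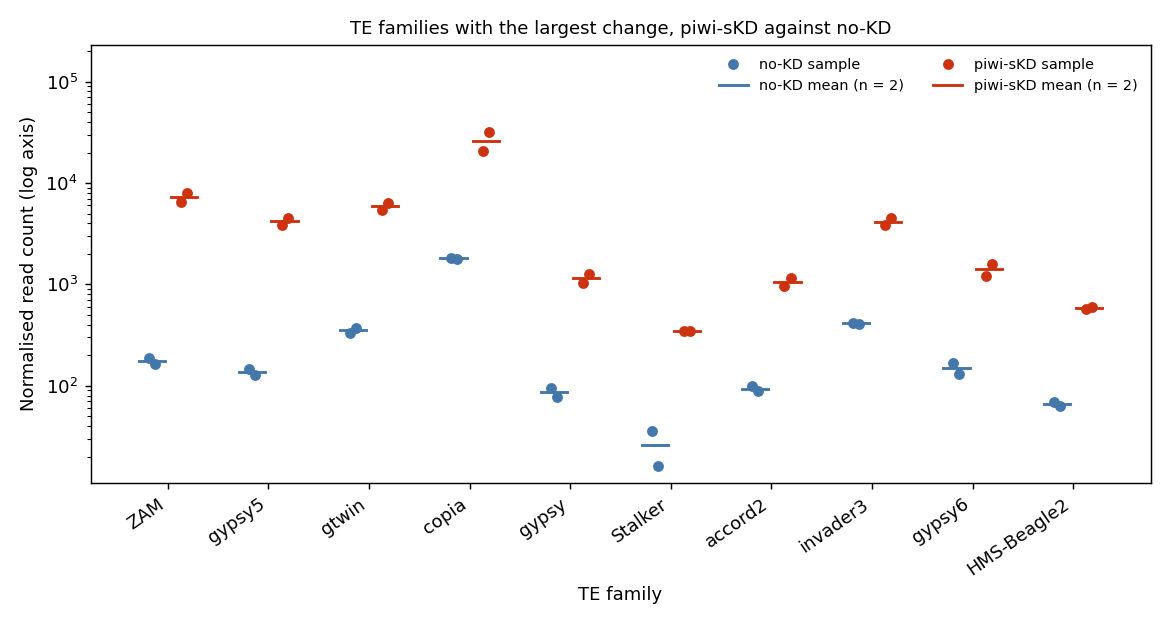
Normalised read counts (log axis) of the 10 named TE families in the 2 no-KD and the 2 piwi-sKD samples, with points for samples and lines for group means. In each family both piwi-sKD samples lie above both no-KD samples, with ratios of the means from 41.5 for ZAM to 8.86 for HMS-Beagle2.

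A TE family is a set of insertions, and its counts cannot be assigned to a single site. In the BDGP6.54 annotation ZAM had 5 insertions, and the longest lay on chromosome 2R from 1808663 to 1817084 (8422 bp) outside annotated genes. Gypsy5 had 10, with the longest on chromosome X from 11194484 to 11201847 (7364 bp), also outside genes. Gtwin had 20 and invader3 had 37, and their longest annotated spans, on chromosome 2L from 20176783 to 20191109 and from 20175810 to 20191234, overlapped each other outside genes, so such spans can hold further insertions. HMS-Beagle2 had 12, and the longest lay on chromosome X from 22681537 to 22688942 (7406 bp) in an intron of a non-coding RNA gene. DM412 had 44, and the longest lay on chromosome 3L from 1047496 to 1055161 (7666 bp) in an intron of the protein-coding gene bab1. Tabor had 12, with the longest on chromosome 2R from 2162603 to 2169956 (7354 bp) in an intron of CG17684. Tirant had 25, with the longest on chromosome 3R from 6158563 to 6167089 (8527 bp) outside genes. The insertions of the flies studied were not analysed here.

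Of the 8 families listed beforehand, 7 were higher in piwi-sKD at an adjusted p under 0.05, both over all families and over the list alone. Besides ZAM, gypsy5 and gtwin these were DM412 (6195 ± 453 to 45035 ± 6022 normalised counts, 7.27-fold), mdg1 (1487 ± 121 to 8751 ± 1293, 5.88-fold), gypsy10 (95.6 ± 11.1 to 143 ± 12.3, log2 fold change 0.58, limma adjusted p = 0.0175) and Tabor (828 ± 69.0 to 1206 ± 78.0, log2 fold change 0.54, limma adjusted p = 0.00269). Tirant stood at 111 ± 17.7 normalised counts in no-KD and 135 ± 53.9 in piwi-sKD, a difference within the spread between replicates (limma adjusted p = 0.45). It was lower with the TE sum made equal (log2 fold change -1.12, limma adjusted p = 1.23e-08) and with samples centred on the median of all families (-0.92, limma adjusted p = 0.00253). The rises of gypsy10 and Tabor were close to the shift of all families, and both turned to falls when the TE sum was made equal (log2 fold changes of -0.78 and -0.82) or samples were centred on the median of all families (-0.58 and -0.63). Both scalings lower all families of this comparison nearly alike. The falls of Tirant, gypsy10 and Tabor under them follow from that common shift and are no evidence of less RNA from these families.

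Same-numbered samples deviated weakly in opposite directions in this comparison (correlation -0.130 over 105 families). With the replicate number as a block, limma called 53 families higher and 5 lower, and 56 of these 58 were among the 66 of the fit without the block. With the numbers crossed, a pairing added after this check, 64 were higher and 8 lower, with 65 of the 72 shared. The paired log2 differences had medians over ERVs of 0.57 and 0.90 for same-numbered samples, and of 0.69 and 0.72 for crossed ones. For ZAM they were 5.10 and 5.62 for same-numbered samples and 5.30 and 5.42 for crossed ones.

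The second comparison asked whether Dcr2, which makes siRNAs, limits TE RNA when Piwi is already depleted. Both groups carry the same temperature label, but they differ in the second hairpin and come from separate crosses. Effects of the cross were not separated from that of Dcr2 in these samples. The summed TE signal was 186069 ± 9725 normalised counts in piwi-sKD,ctrl-sKD and 307025 ± 18060 in piwi-sKD,dcr2-sKD (SD, n = 2 each), a ratio of 1.65. Tirant alone held 64353 and 60475 of these counts and did not differ by more than the spread between replicates. The ratio of the other families together was therefore larger. Of 109 families with a ratio, 13 were more than 2-fold higher with the Dcr2 hairpin and 3 were lower. The 3 were the ERVs gypsy5 and HMS-Beagle2 and a non-LTR family under the floor of 3 reads in all 4 samples. With limma, 30 of 110 families were higher and 4 were lower at an adjusted p under 0.05. Adjusted over the 54 ERVs alone, 22 ERVs were higher and 4 lower, against 19 and 4 with the adjustment over all families. The median log2 fold change over all families was 0.24. Relative to that shift, 9 families were more than 2-fold higher, all of them among the 13, and limma called 24 higher and 11 lower. With the TE sum made equal, 4 families were more than 2-fold higher, and limma called 12 higher and 65 lower.

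The correlation of same-numbered samples was 0.250 over 105 families in this comparison. With the replicate number as a block, 33 families were higher and 3 lower with limma, and 33 of these 36 were among the 34 of the fit without the block.

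Of the 13 families that rose more than 2-fold, 12 were ERVs and 1 was the non-LTR element Doc. The ERVs made up 22.2% of their class, and Doc made up 1.82% of the DNA and non-LTR families (Fisher's exact test, two-sided, p = 0.000916, adjusted p = 0.00183). The permutation test across families did not resolve a difference between the classes in their bulk. The median log2 fold change of ERVs exceeded that of the other families by 0.092, with a permutation p of 0.33 (adjusted, 0.33). Over the pairs of single samples this difference varied with an SD of 0.025. It stayed positive with each replicate left out in turn, from 0.0217 to 0.136.

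Springer changed most, from 1432 ± 104 to 10522 ± 1057 normalised counts (SD, n = 2 in each group here and below), a ratio of 7.35. Its log2 fold change was 2.87 ± 0.15 (SE), with a limma adjusted p of 3.55e-47. Without a variance trend that adjusted p was 9.52e-21. Gypsy3 rose 6.32-fold, from 155.5 ± 15.6 to 983 ± 73.8 normalised counts. DM412 rose 5.39-fold, from 10993 ± 2052 to 59199 ± 7028, and Stalker2 rose 3.66-fold, from 3516 ± 543 to 12868 ± 814. Blood, gypsy6, Stalker, copia and Tabor rose 2.78-, 2.60-, 2.44-, 2.37- and 2.35-fold. HMS-Beagle2 fell from 1326 ± 28.9 to 400.6 ± 9.52 normalised counts, which is 3.31-fold lower. These 10 were chosen from 15 families that met the rule, and each kept its direction and its side of the limma threshold under every scaling tried. In the reference annotation the longest insertions of blood (chromosome X from 21716913 to 21731788) and Stalker2 (chromosome X from 21640019 to 21655539) overlapped an exon of the non-coding RNA gene flam.

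**Figure D2:**
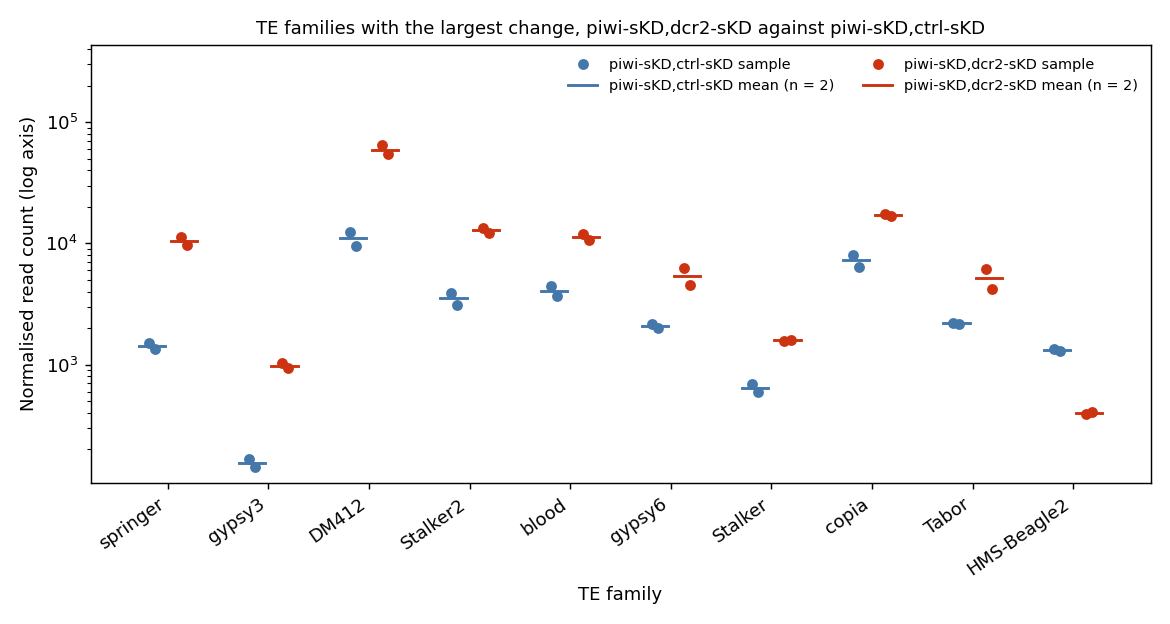
Normalised read counts (log axis) of the 10 named TE families in the 2 piwi-sKD,ctrl-sKD and the 2 piwi-sKD,dcr2-sKD samples, with points for samples and lines for group means. In 9 families both piwi-sKD,dcr2-sKD samples lie above both controls, with ratios up to 7.35 for springer, and in HMS-Beagle2 both lie under them.

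Of the 8 families listed beforehand, 4 were higher and 2 lower at an adjusted p under 0.05, both over all families and over the list alone. The higher ones were DM412, Tabor, mdg1 (7632 ± 1414 to 17576 ± 1674 normalised counts, 2.30-fold) and gtwin (7077 ± 977 to 13605 ± 4100, 1.92-fold). The rise of gtwin was uneven, with 16504 and 10706 normalised counts in the 2 piwi-sKD,dcr2-sKD samples, and it did not pass the threshold under 3 of the 5 scalings. Its log2 fold change was 0.19 with the TE sum made equal (limma adjusted p = 0.241), 0.39 with samples centred on the median of all families (limma adjusted p = 0.104) and 0.47 with that of DNA and non-LTR families (limma adjusted p = 0.0505). The lower ones were gypsy5 (5657 ± 309 to 2673 ± 465, 2.12-fold lower, limma adjusted p = 4.44e-11) and ZAM (1216 ± 130 to 884.5 ± 47.4, 1.37-fold lower, limma adjusted p = 0.00451). Tirant and gypsy10 did not differ by more than the spread between replicates, with limma adjusted p-values of 0.807 and 0.803 on the values as deposited. With the TE sum made equal both were lower, with log2 fold changes of -0.81 and -0.65 (limma adjusted p = 0.000405 and 0.000628), and gypsy10 was also lower with samples centred on the median of all families (-0.45, limma adjusted p = 0.0251). Here too the scalings lower all families nearly alike, and these falls follow from that. Tirant was at 64353 ± 1122 and 60475 ± 4492 normalised counts.

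Whether the same families responded in both comparisons was examined last. More than 2-fold higher in both were 10 families, the ERVs DM412, Stalker, Stalker2, blood, copia, gypsy6, invader3, mdg1, mdg3 and springer. The 3 that passed 2-fold with the Dcr2 hairpin alone were Doc, Tabor and gypsy3. The overlap was larger than chance would give over 108 families (Fisher's exact test, two-sided, p = 0.00017, adjusted p = 0.00068) and over the ERVs alone (p = 0.00209, adjusted p = 0.00257). With each median log2 ratio set to 0, 7 families were more than 2-fold higher in both, and 8 with that of DNA and non-LTR families. With samples centred on the median of DNA and non-LTR families there were 4. There were 2 with samples centred on the median of all families, and 2 with the TE sum made equal. The overlap was tested with the values as deposited alone. Across the 108 families the 2 log2 fold changes had a Spearman correlation of 0.383 (permutation p = 6e-05, adjusted over 3 tests 0.00018). Within the 54 ERVs it was 0.377 (permutation p = 0.0048, adjusted 0.0072), and within the 54 DNA and non-LTR families it was 0.324 (permutation p = 0.017, adjusted 0.017). These are correlations across families, which are not independent replicates. The family that rose most in piwi-sKD, ZAM, and the next, gypsy5, were lower with the Dcr2 hairpin.

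**Figure D3:**
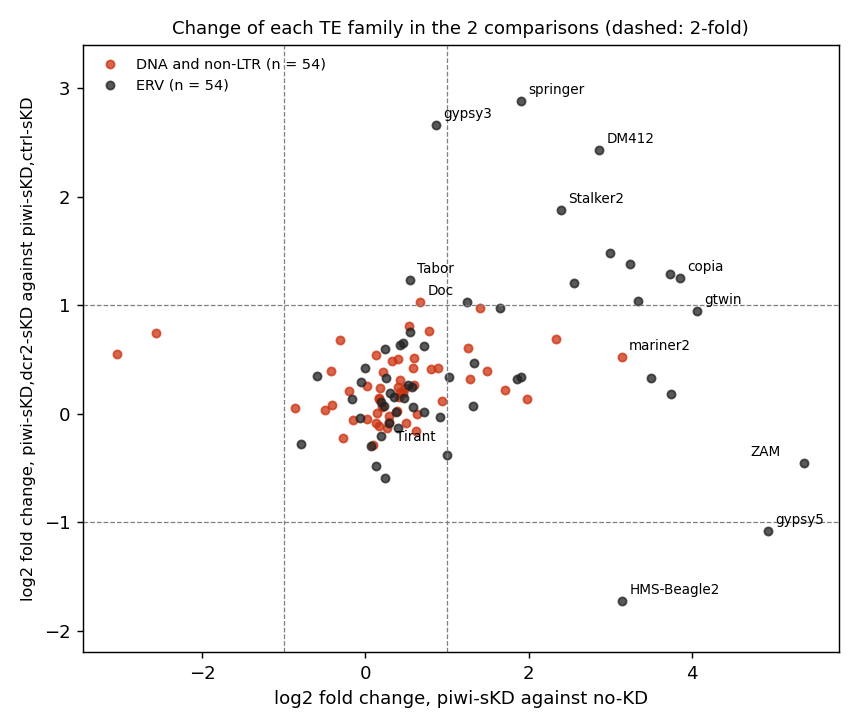
Log2 fold change of each of 108 TE families in piwi-sKD against no-KD (x axis) and in piwi-sKD,dcr2-sKD against piwi-sKD,ctrl-sKD (y axis), as ratios of group means (n = 2 each), with 54 ERVs in black, 54 DNA and non-LTR families in red and dashed lines at 2-fold. The 10 families past 2-fold in both lie at the upper right, and gypsy5 and HMS-Beagle2 lie at the lower right.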

Values the study reported

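The study examined 123 TE families and reported 27 whose RNA rose over 2-fold in piwi-sKD against no-KD, and counted 20 derepressed ERVs. With the Dcr2 hairpin it reported 10 ERV families more than 2-fold higher, of which 8 had also responded to the loss of Piwi alone. It put the repression by piRNAs at up to 32-fold and that by siRNAs at up to 6-fold. The values analysed above cover fewer families and fewer ERVs, and the study's exact formula is not stated. Its counts and fold changes therefore need not match those above.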

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

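For the 31 named log2 fold changes, 449 values were computed under alternatives. Of these 425 kept direction and side of the adjusted p threshold, 15 reversed, 8 became weaker and 1 became stronger, which was Tirant in the second comparison with the TE sum made equal (-0.81, adjusted p = 0.000405). Weaker were Tabor and gypsy10 in the first comparison and gtwin in the second, which failed the threshold under the first 3 scalings below (0.39, 0.47 and 0.19). The reversals belonged to Tabor, Tirant and gypsy10 in the first comparison and gypsy10 in the second, and all came from the scalings on TE families. Filters, pseudocounts, variance models, the fit over all groups, the replicate block, the crossed block and precision weights left all named results as they were.

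With each sample centred on the median of all families, the log2 fold changes in piwi-sKD against no-KD were -0.63 for Tabor, -0.92 for Tirant and -0.58 for gypsy10, and -0.45 for gypsy10 in the second comparison. Families more than 2-fold higher and lower were 16 and 27 in the first comparison and 4 and 5 in the second, with 2 higher in both. The adjusted p threshold was passed by 22 higher and 70 lower families in the first and by 15 and 42 in the second. The ratios of summed TE signal were 1.15 and 1.15. That centring moved the median log2 fold change of all families from 0.47 to -0.69 in the first comparison. This centring takes out the change of the median level of the samples, which here was larger than the median of the changes of single families. Which families raised the median level was not tested.

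With each sample centred on the median of DNA and non-LTR families, the first comparison gave -0.0028 for Tabor and -0.30 for Tirant, and the second gave -0.38 for gypsy10. More than 2-fold higher and lower were 22 and 6 families in the first comparison. The second had 5 higher, and 4 were higher in both. The adjusted p threshold was passed by 30 higher and 19 lower families in the first and by 16 and 33 in the second. The ratios of summed TE signal were 1.77 and 1.21.

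With the TE sum made equal, the first comparison gave -0.82 for Tabor, -1.12 for Tirant and -0.78 for gypsy10, and the second gave -0.65 for gypsy10. More than 2-fold higher and lower were 15 and 43 families in the first comparison and 4 and 9 in the second, with 2 higher in both. The adjusted p threshold was passed by 22 higher and 78 lower families in the first and by 12 and 65 in the second. This scaling assumes that total TE RNA is constant, and the sums as deposited differed by more than their replicates. Under the 3 scalings so far the named families of a comparison moved nearly alike, ZAM in the first for example from 5.361 to 4.193, 4.816 and 3.995, and the changes followed from this common shift.

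The scalings added after seeing the data set a median log2 ratio to 0. With all families used, Tirant in the first comparison was at -0.23 and gypsy10 in the second at -0.16, 5 families were more than 2-fold lower in the first, and the adjusted p threshold was passed by 32 higher and 20 lower in the first and by 11 lower in the second. The ratios of summed TE signal were 1.87 and 1.41. With DNA and non-LTR families used, Tirant was at -0.15 and gypsy10 at -0.12, 4 families were more than 2-fold lower in the first comparison, the adjusted p threshold was passed by 33 higher and 14 lower in the first and by 8 lower in the second, and the ratios were 1.98 and 1.45. The first of these removes the shift of all families and the second most of it, and these changes followed from that.

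Families more than 2-fold lower in piwi-sKD numbered 0 with either filter on low means or with a pseudocount of 10, since the 2 in the main result were near the floor, and 1 when every pair of samples had to pass. That rule left 26 higher in the first comparison, and 8 higher and 1 lower in the second. At 1.5-fold there were 44 higher and 5 lower in the first comparison, 27 higher in the second and 19 higher in both. At 3-fold there were 22 higher in the first comparison, 4 higher and 1 lower in the second and 3 higher in both.

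Across the fits that each left out one replicate, families more than 2-fold higher ran from 29 to 34 in the first comparison and from 12 to 18 in the second, those lower from 1 to 2 and from 1 to 3, and those higher in both from 8 to 13. The ratios of summed TE signal ran from 2.39 to 2.79 and from 1.58 to 1.72. The median difference between ERVs and other families ran from 0.255 to 0.413 and from 0.0217 to 0.136. The Spearman correlation ran from 0.302 to 0.462. No test was made with 1 sample in a group.

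The difference between ERVs and other families kept its side of the threshold in both comparisons under the filters, the pseudocounts, the difference of mean log2 values and with Helena among the ERVs. Scalings are no test of it, since they move both classes nearly alike. The depth limits the families near the floor of 3 reads, where a ratio past 2-fold rests on few reads.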

Other observations

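The tests below on Tirant except that on shared reads, those on library scaling and on knockdown strength, that on the gypsy5 samples and that on size factors were chosen after the result they bear on had been seen, and the others before.

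Tirant had a far higher RNA level in the double knockdowns than in the other samples. It lay between 97.4 and 173.6 normalised counts in the 4 no-KD and piwi-sKD samples, and between 57299 and 65146 in the 4 double knockdown samples. Its share of TE reads was 0.134% ± 0.0292 in no-KD, 0.0648% ± 0.032 in piwi-sKD, 34.6% ± 2.41 in piwi-sKD,ctrl-sKD and 19.8% ± 2.63 in piwi-sKD,dcr2-sKD (SD, n = 2 each). These levels come from 2 tables with separate size factors. That does not account for the gap, since the median log2 shift over 105 families from piwi-sKD to piwi-sKD,ctrl-sKD was -0.253, while Tirant shifted by 8.88. Nor was it a single odd library, since the lowest double knockdown sample was 330 times the highest of the other 4. Piwi depletion alone left Tirant at a log2 fold change of 0.240 with no significant change. Reads shared with a related family would move that family too, but the next largest rise was 2.65, for the non-LTR element TART-B. The 2 sets of flies differ in genotype, and 11 of 51 DNA and non-LTR families lay more than 2-fold from the median shift, against 0 between replicates. Among them Doc was at 21501 normalised counts in piwi-sKD and 3452 in piwi-sKD,ctrl-sKD, and transib1 at 234.6 and 1155. Any difference between the 2 sets could give such an excess over replicates, so it does not single out genotype. Doc and transib1 also differed between piwi-sKD and no-KD, by 1.59- and 3.95-fold. A candidate explanation, which this count cannot decide, is that the lines crossed for the double knockdown carry active Tirant copies that the other line lacks. Genomic copies in these lines were not analysed here. The names of the double knockdown libraries carry a number that may be a higher temperature than the 25°C of their label, and an effect of temperature on Tirant was not tested.

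Some families that rose in piwi-sKD stood at other levels in the double knockdown control, which has separate size factors. Lower there were for example ZAM, at 7241 normalised counts in piwi-sKD and 1216 in piwi-sKD,ctrl-sKD, and copia, at 26177 and 7239. Higher there were for example springer, at 542.9 and 1432, and HMS-Beagle2, at 582.6 and 1326. Others were closer, such as rover at 1226 and 1094 and invader3 at 4165 and 4868.

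ERVs that rose more than 2-fold were unequal between replicates. In piwi-sKD, 21 of 23 were higher in replicate 2, by a median log2 difference of 0.261 and at most 0.624, for copia. In piwi-sKD,dcr2-sKD, 11 of 12 were higher in replicate 1, by a median log2 difference of -0.192 from replicate 1 to replicate 2. Library scaling was not the reason, since the median difference over 51 DNA and non-LTR families was 0.021 and 0.011. Nor was counting error, which the mean squared differences exceeded 188- and 221-fold. A stronger knockdown in one replicate might produce this, and across 54 ERVs the difference between replicates did follow the fold change (Spearman correlation 0.400, permutation p = 0.003 in piwi-sKD, and -0.552, permutation p = 2e-05 in piwi-sKD,dcr2-sKD, adjusted over 4 tests 0.0039 and 8e-05). The difference between the 2 control samples followed the same fold changes too, at -0.392 for no-KD (adjusted p = 0.004) and -0.410 for piwi-sKD,ctrl-sKD (adjusted p = 0.0039). No-KD samples express no hairpin by design, so a varying knockdown cannot be told apart from another variable that moves somatic ERVs, such as the share of follicle cells in a sample, which was not tested.

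The falls of gypsy5 and HMS-Beagle2 with the Dcr2 hairpin run against the direction of most ERVs. If Piwi were depleted less in the piwi-sKD,dcr2-sKD samples, most families that rose in piwi-sKD would be lower there. With the values as deposited 4 of the 31 were, namely gypsy5, HMS-Beagle2, ZAM and rover, against 22 of the other 78 families. Under the scalings, which lower all families of this comparison nearly alike, 7 to 18 of the 31 were lower and 40 to 71 of the other 78. Most of the 31 were lower under 2 of them, at 16 with samples centred on the median of all families and 18 with the TE sum made equal, where 64 and 71 of the others were lower. Many of the same families were higher with the Dcr2 hairpin, so a weaker depletion hidden under that rise was not excluded. A single odd library does not account for the fall of gypsy5, whose lower control sample was 1.81 times the higher piwi-sKD,dcr2-sKD sample. HMS-Beagle, the family nearest in name to HMS-Beagle2, was at 3818 ± 222 and 4684 ± 77.3 normalised counts (SD, n = 2 each) and did not fall. The fall may reflect unequal copies of these families between the 2 crosses, which was not tested, and no role of siRNAs in it was tested. Unequal copies could likewise add to the rises of other families, which was not tested either.

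DNA and non-LTR families were also higher as a class in piwi-sKD than in no-KD, with a median log2 fold change of 0.395 and 44 of 54 above 1-fold. With the TE sum made equal the median of all families was -0.90. The size factors were set on genes and TEs together, and a shift of this size could come from them, which was not tested without the gene rows. Temperature was not separated from the knockdown in these samples.

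Among the 54 ERVs, properties of the reference genome were set against the fold change, with 6 relations tested. In piwi-sKD the correlation was 0.274 with the longest annotated insertion (permutation p = 0.045, adjusted 0.068), 0.177 with the number of insertions (permutation p = 0.2, adjusted 0.24) and 0.027 with the level in no-KD (permutation p = 0.84, adjusted 0.84), so none passed after adjustment. In piwi-sKD,dcr2-sKD the correlation was 0.362 with the longest insertion (permutation p = 0.0075, adjusted 0.022), 0.367 with the number of insertions (permutation p = 0.0067, adjusted 0.022) and 0.316 with the level in piwi-sKD,ctrl-sKD (permutation p = 0.02, adjusted 0.04). Families with more or longer annotated insertions may thus respond more to the Dcr2 hairpin, as a hypothesis, but families are not independent, annotated spans can hold nested insertions, and the level is also the denominator of the fold change. Whether the relations differ between the 2 comparisons was not tested.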
